A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

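Tail DNA of 8 C57 BL/6JNrs mice of 1 family was hybridised against DNA of a single male reference mouse on custom Agilent arrays of the 1 × 1M format. The family comprised 1 sire, 1 dam and 6 offspring. Per the labels, each mouse was measured on 2 arrays, with its DNA in Cy5 on one and in Cy3 on the other, which gave 16 arrays. The 2 arrays of a mouse are a dye swap of the same pair of DNAs, so each mouse counts as 1 sample. The series title states that the sire received 20 mGy/day of gamma rays for 400 days, while its design text calls the male of the family non-irradiated and names another family. The title was followed here, and no comparison below uses the exposure.

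Per the file headers, the authors scanned and quantified the arrays with Agilent Feature Extraction 10.7.1.1, which subtracted the background, removed spatial trends and scaled the dyes by a linear factor (the lowess term was 0 on all 16 arrays). The deposited intensity of each channel is the processed signal after these steps, and the raw median spot and local background intensity are deposited beside it. The deposited ratio of each spot is the log10 of Cy5 over Cy3 processed signal. The deposited table of the whole series holds log2 ratios from the authors; compared with the scanner values they equal the same ratio with the reference on top on every array, not centred, with column medians from -0.03 to 0.01. The files place the probes on the mouse build mm9. The reference genome at hand is a later build, in which 9 of the 21 chromosomes end before the last probe, so all positions are given as the files print them and no gene was assigned.

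Ratios were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The ratio of each spot was put on the log2 scale and turned to mouse over reference, spots marked as outliers by Feature Extraction were left out, spots of the same probe were averaged, and each array was centred on the median of its autosomal probes. A total of 966371 spots gave 950713 probes, of which 950622 were autosomal, 68 lay on X and 23 on Y. The median distance between neighbouring probes was 2053 bp, and 36 spots on unplaced contigs were not used. No spot was saturated.

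A probe was called positive in a mouse by the limits of the study's methods for its first array. These are a log2 ratio beyond 0.8 on both arrays, or beyond 0.5 on both arrays at the probe and at an adjacent probe. The same sign on both arrays was required here, a condition that the study's methods do not spell out. Positive probes of an offspring were de novo candidates when neither parent was positive there with the same sign. Candidate regions were runs of at least 2 adjacent positive probes. The background of the rule was measured by shuffling the probes of 1 of the 2 arrays, by counting probes beyond the limits with opposite signs, and by pairing the Cy5 array of each offspring with the Cy3 array of each other offspring. The last of these was added after the counts had been seen. From the 30 mixed pairs, 1 level per Cy5 and per Cy3 array was fitted to the log2 counts by least squares, and it predicted the count of each own pair with a 95% interval (19 degrees of freedom). Runs of at least 2 probes positive in 1 parent only were followed into the offspring, with loci within 20 Mb counted once; an offspring was a carrier when its mean reached at least 0.5 of the parent's mean. Windows of 25 consecutive probes were called when their mean passed 6 robust SDs of all windows of that mouse on both arrays. Private probes of offspring and parents were compared by an exact permutation test over the 28 splits of the 8 mice, as was the share of losses among them, and losses and gains by exact binomial and Fisher's exact tests, all two-sided, with 95% Clopper-Pearson intervals. The 8 mean ratios of each probe were tested against 0 with limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment at 0.05.

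The rules, other than the test against 0, were tested on simulated data made by adding known shifts to the measured ratios. A loss of 1 of 2 copies, -1 on the log2 scale, was called in 53.0 to 62.3% of single probes, in 88.4 to 97.0% of probe pairs and in 99.0 to 100% of runs of 4 probes. A gain of 1 copy, 0.58, was called in 1 to 3% of single probes, in 13.6 to 19.1% of pairs and in 27.0 to 35.5% of runs of 4. For the test against 0 on 949734 probes, shifts were added to the residuals about each probe's mean over mice, each with a random sign. There, 93 of 100 probes shifted by -0.58 and 100 of 100 shifted by 1 were recovered, with 14 false calls. Random signs remove what the mice share, so the 14 do not measure false calls that arise from such sharing.

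Loci to be named were set before the data were examined: every candidate region of at least 2 probes, per offspring the 3 strongest single-probe candidates with both parents within 0.3 of 0 on both arrays, the single-probe candidates of offspring 3 on chromosome 3 (where the study lists a change in that mouse), up to 10 regions carried by a parent and an offspring, up to 5 shared by all mice, and the window calls; the long lists are summarised. The files hold no gene names, so the planned gene lists, antigen receptor loci and cell type markers were not run. The alternatives were other limits, normexp background correction with an offset of 50 (on the median spot signals, since the files hold no mean spot signals, which had been planned), no centring, subtraction of a running median of 101 or 1001 probes, only probes well above background in both channels of all arrays (called brighter), or of the arrays of the other 7 mice, outlier spots kept, either array alone, the deposited value table, stricter definitions of de novo, other run lengths and window sizes, and leaving out each offspring. The precision of every ratio is limited by the 2 arrays per mouse. The arrays were scanned on 4 days with 2 mice each, and both parents share a day, so scan day and generation cannot be told apart.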

Results

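Copy number along the autosomes was measured by array CGH in 1 sire, 1 dam and 6 of their offspring, each on 2 dye-swapped arrays against the same male reference DNA. The noise between neighbouring probes was 0.23 to 0.31 (SD of log2 ratios) over the 16 arrays. Between 92.6 and 99.6% of the spots of an array were well above background. Across probes, the 2 arrays of a mouse correlated at -0.17 (sire) to -0.35 (dam) after both were turned to mouse over reference, so probe-specific dye effects exceeded the copy number signal of most probes. The mean of the 2 arrays, in which such effects cancel, had a robust SD of 0.14 to 0.17.

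Probes on the sex chromosomes showed whether the arrays were turned the right way and labelled correctly. The dam had a median log2 ratio of 0.95 on X (SD 0.15 over 68 probes) and of -2.76 on Y (SD 1.08 over 23 probes). In the other 7 mice, the medians lay between -0.06 and 0.01 on X and between -0.08 and 0.07 on Y. The dam therefore carried a second X and no Y against the male reference, and the sire and all 6 offspring had the X and Y ratios of the reference.

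Inherited copy number differences were clear in the family. A gain on chromosome 4, positions 101110482 to 101270535 (74 probes, 160054 bp), was present in the dam and in 5 of her 6 offspring. The sire and offspring 1 lacked it. The mean log2 ratio of the 6 carriers was 0.57 ± 0.04 (SD, n = 6 mice), against 0.02 in the sire and -0.01 in offspring 1, and 3 copies against 2 correspond to 0.58. The dam herself measured 0.55.

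**Figure D1:**
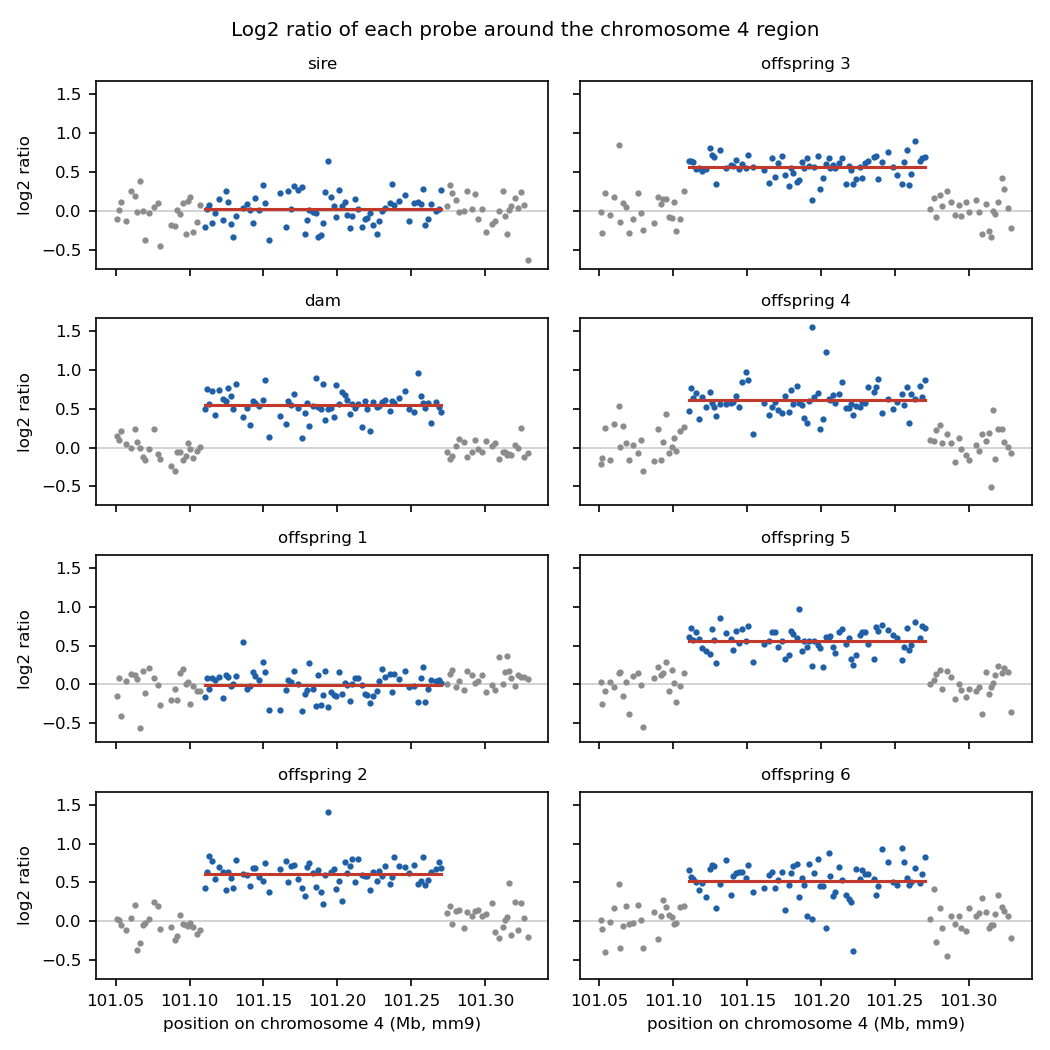
Log2 ratio of each probe (mouse over reference) against its position in Mb on chromosome 4, 1 panel per mouse; blue points lie inside the region, grey points outside it, and the red line is the mean inside. The dam and offspring 2 to 6 lie between 0.52 and 0.62 inside the region, and the sire and offspring 1 near 0.

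A loss on chromosome 13, positions 101053361 to 101073526 (6 probes, 20166 bp), followed the same line of descent. The dam measured -0.62, offspring 3 -0.73, offspring 4 -0.71 and offspring 6 -0.59. The sire and offspring 1, 2 and 5 lay between -0.09 and -0.07. The mean of the 4 carriers was -0.66 ± 0.07 (SD, n = 4 mice), and a loss of 1 of 2 copies corresponds to -1. Probes in it appeared among the candidate regions of offspring 4 and 6 because no probe of those regions met the rule on both arrays of the dam, and the locus was singled out after its values, and those of many other loci, had been looked at; no window or parent-specific region was called at it.

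**Figure D2:**
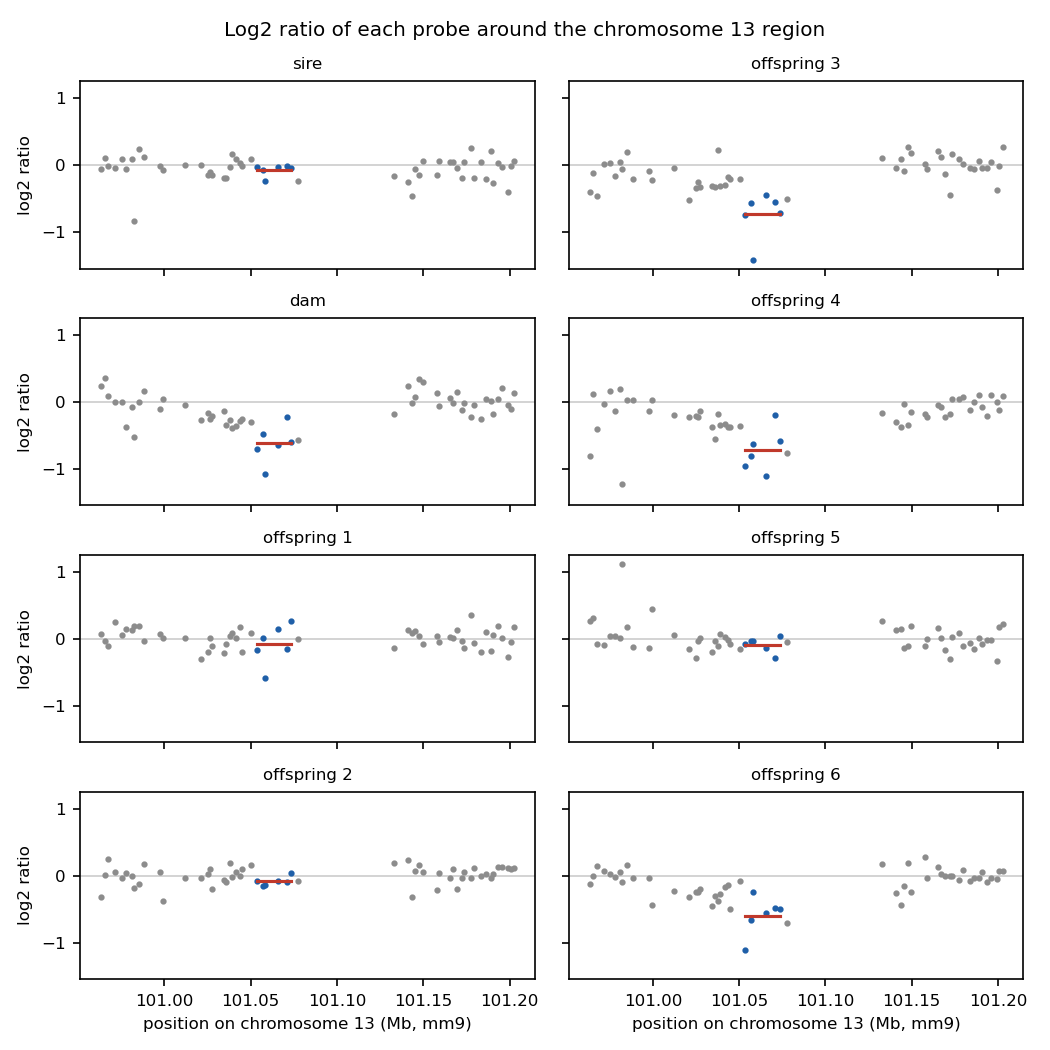
Log2 ratio of each probe against its position in Mb on chromosome 13, 1 panel per mouse; blue points lie inside the region, grey points outside it, and the red line is the mean inside. The dam and offspring 3, 4 and 6 are lower inside the region than the other 4 mice.

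All 8 mice were lower than the reference at 2 further regions. On chromosome 10, positions 33897213 to 33933441 (19 probes), the mean log2 ratio was -0.53 ± 0.02 (SD, n = 8 mice). On chromosome 14, positions 53415714 to 53759064 (55 probes, 343351 bp), it was -0.60 ± 0.02. Low ratios went on past these ends: the 100 flanking probes averaged -0.23 to -0.14 in the 8 mice. A window of 10 probes at 54223715 to 54323910 averaged -0.72 to -0.39. A single copy lost of 3 corresponds to -0.58. The 2 probes positive in all 8 mice both lie in the chromosome 14 region, at 53716349 (-1.04 ± 0.15) and 53718830 (-0.91 ± 0.06). Windows of 25 probes gave 38 calls in the 8 mice, from 7 distinct windows, and all of these lay on chromosomes 4, 10 and 14.

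The dam was far below the reference at a region where none of her offspring was. On chromosome 3, positions 25417435 to 25444229 (4 probes, 26795 bp), her mean log2 ratio was -1.55 ± 0.56 (SD over probes), with -1.44 on the Cy5 and -1.66 on the Cy3 array. The other 7 mice lay between 0.03 and 0.18.

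**Figure D3:**
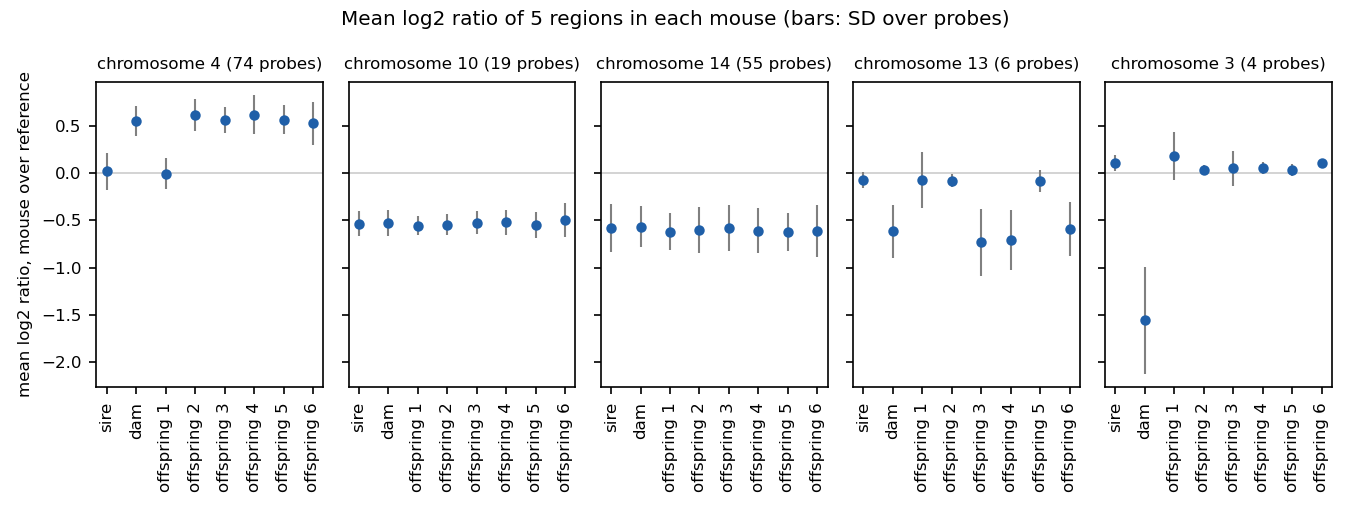
Mean log2 ratio (mouse over reference) of each mouse at the regions on chromosomes 4, 10, 14, 13 and 3; points are means and bars the SD over the probes of the region. The chromosome 4 and 13 regions split the offspring, the chromosome 10 and 14 regions are low in all 8 mice, and the chromosome 3 region is low only in the dam.

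Transmission of differences seen in 1 parent only served as a control for single-copy change, since an offspring inherits a heterozygous variant with a probability of 0.5. Of 66 chances (11 loci in 6 offspring), 20 were carriers, which is 30.3% (95% interval 19.6 to 42.9%, exact binomial test against 0.5, p = 0.00186). The share was 22.2% for the 6 loci of the sire (exact p = 0.00119) and 40.0% for the 5 loci of the dam (exact p = 0.362). Among these loci, 5 had no carrier. The loci on chromosomes 10 and 14 had 6 carriers each, because they lie in the regions that all mice share, so they are not specific to 1 parent. Without loci at which the other parent also reached 0.5 of the carrier parent's mean, a limit chosen after the values were seen, 8 of 54 chances (9 loci) were carriers (14.8%, exact p = 1.38e-07), and 5 of these 8 were carriers of the chromosome 4 gain. With fewer loci, a share below 0.5 was no longer called. It was 61.1% with at least 4 probes (11 of 18, exact p = 0.481), with 6 of the 11 at the shared chromosome 14 locus. With the limit on the other parent added, it was 41.7% (5 of 12, exact p = 0.774). Limits of 1.0 and 0.6 gave 50% (18 of 36). The test takes every call in 1 parent as a heterozygous variant, and most of the 11 loci had 2 probes. False calls in a parent lower the share, so a value below 0.5 does not show that variants were passed on less often.

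Positive probes were counted in each mouse as in the study's first screen. The sire had 45 gains and 266 losses, and the dam had 145 gains and 147 losses. The offspring had between 44 and 133 gains and between 157 and 815 losses, with the most losses in offspring 4 (815) and offspring 6 (734). Shuffling the probes of 1 array left 25 to 247 positive probes per mouse, and 642 to 2156 probes per mouse passed the limits with opposite signs on the 2 arrays. Shuffling separates the 2 values of a probe, so it can understate the background at probes that are noisy on both arrays. Losses were shared by a median of 20 probes per pair of mice, against 0.0838 by independence, and this fell to 1 once the median of the 8 mice was subtracted from each probe. That step removes by construction what most mice share, so the fall does not show where the sharing comes from. The common reference can add to such sharing.

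Against 0, limma called 10751 of 949734 probes in the 8 mice at an adjusted p under 0.05, 6866 lower and 3885 higher than the reference. Of these, 396 had a mean below -0.5 and 23 a mean above 0.5. Mice of 1 family are not independent, so the count describes this family against this reference.

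Changes that are new in an offspring are the class the study looked for. The 6 offspring had 230, 239, 414, 883, 207 and 826 de novo candidate probes in the order of their numbers (median 326.5). Arrays of different mice gave candidates too when paired. The Cy5 array of an offspring combined with the Cy3 array of another offspring gave 167 to 1218 candidates, and 16 of the 30 mixed pairs gave at least as many as the own pair of the offspring in Cy5. At least 1 mixed pair did so in 5 of 6 offspring, though only 1 of 5 in offspring 3. Its own pair gave more than all 5 mixed pairs in 1 of 6 offspring, offspring 6, with 826 against 369 to 605. The counts depended on the arrays: the highest mixed pair of offspring 1 to 5 always held the Cy3 array of offspring 6, and without that array 4 of 6 offspring had a mixed pair that reached the own count, and offspring 3 had none. With 1 level per array fitted to the mixed pairs, the own pairs gave 0.990 to 1.15 times the predicted number, and all 6 lay within the 95% prediction interval.

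**Figure D4:**
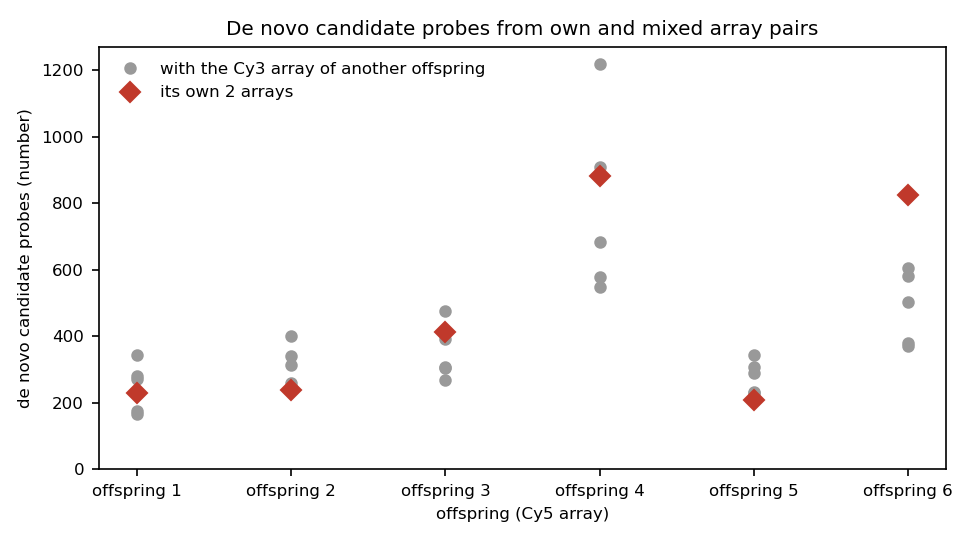
Number of de novo candidate probes per offspring from its own 2 arrays (red diamonds) and from its Cy5 array with the Cy3 array of each other offspring (grey circles). Only in offspring 6 does the own pair (826) lie above all mixed pairs (highest 605).

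Most candidates sat at dim probes. On all 16 arrays, 89.8% of autosomal probes were well above background in both channels, yet 83.3 to 94.3% of an offspring's candidates fell outside that set. With only these brighter probes, and adjacency judged among them alone, the count per offspring was 11 to 59. A loss dims its own probe, so that set can drop real losses. With brightness judged on the arrays of the other 7 mice, a filter chosen after the counts were seen, 80.6 to 94.3% of an offspring's candidates still fell outside, and 13 to 160 remained.

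Losses made up 81.3% of the 2799 candidates (2275 losses and 524 gains, 95% interval 79.8 to 82.7%). The rule also called more losses than gains where the ratios were not those of a single mouse: 75.2% of the probes positive after shuffling in the offspring (486 losses and 160 gains) and 80.3% of the candidates from mixed pairs (9889 losses and 2431 gains). Equal numbers are therefore not what the rule gives without change. In the simulated data it also called 53.0 to 62.3% of single-probe losses of 1 copy, against 1 to 3% of gains. Losses made up 54.3% among the brighter probes (119 losses and 100 gains) and 71.4% with brightness judged on the other 7 mice (295 losses and 118 gains). Of the 26 gain regions called among the brighter probes, all but the chromosome 12 one of offspring 6 lay in the chromosome 4 gain of the dam. Offspring 1, which lacked that gain, had 10 losses and 1 gain at brighter probes, and each other offspring had 14 to 32 gains. Probes of this inherited gain therefore lower the share of losses. In the parents' private probes, losses made up 63.6% (306 losses and 175 gains). The odds ratio of the offspring against the parents was 2.48, 0.252 among the brighter probes, a set that losses themselves can leave, and 0.769 with brightness judged on the other 7 mice (Fisher's exact test, p = 0.511), so a value above 1 did not hold under every filter. Probes of 1 mouse are not independent. With mice as units, losses made up 78.2 ± 8.04% of the private probes in the offspring (SD, n = 6 mice) and 63.4 ± 27.3% in the parents (n = 2 mice; exact permutation test over 28 splits, p = 0.214).

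Probes positive in 1 mouse only were compared between generations. Offspring had a mean of 407 ± 288 (SD, n = 6 mice) and parents of 240.5 ± 3.54 (n = 2 mice). The difference of 167 lay within the spread (exact permutation test over 28 splits, two-sided p = 0.607). Its size depended on the processing: it was 0.5 with only brighter probes, 26.2 with brightness judged on the other 7 mice, 95.2 without offspring 4 and -5 with normexp. Both parents were scanned on the same day, apart from the offspring, so no comparison within a day was possible.

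Runs of at least 2 adjacent candidates gave 108 de novo regions, 32 gains and 76 losses, with 4, 13, 16, 35, 10 and 30 per offspring. Of these, 90 had 2 probes and the longest had 4. Most of the gains, 27 of 32, lay in the chromosome 4 gain of the dam, where she measured 0.40 to 0.72 but no probe of these regions met the rule on both of her arrays. In 54 of the 108 regions, a parent reached at least 0.5 of the offspring's mean, and in the other 54, 49 losses and 5 gains, neither parent did; 41 of these were in offspring 4 and 6, 3 had more than 2 probes, and the lowest mean was -1.21. These are not all absent from the parents. A gain of offspring 4 (1.08) lay in the chromosome 4 gain, where the dam measured 0.42 and the sire 0.44. The chromosome 14 losses of offspring 3 (-1.02) and offspring 5 (-1.01), at 54122647 to 54153854, lay where every other mouse was also low. The sire measured -0.37 there, the dam -0.45, and the highest mouse -0.31. A stricter limit, both parents within 0.3 of 0 at every probe on both arrays, left 0 regions. Runs were also called anew among the brighter probes alone, so that probes with dim ones between them counted as adjacent. That gave 45 regions, and a parent reached 0.5 of the offspring's mean in 41. The other 4, singled out after their values were seen, had 2 probes each. They were a loss in offspring 5 on chromosome 14 (54123901 to 54153854, -0.86), where other mice were as low as -0.81, and 3 regions of offspring 6: a loss on chromosome 1 (29556860 to 29565681, -0.55), a gain on chromosome 12 (112684521 to 112686065, 0.65) and a loss on chromosome 17 (59184183 to 59194685, -0.63). Mixed pairs of arrays gave 1 to 5 such regions. The chromosome 17 region of offspring 6 was not among the 108, and was called only with dim probes left out.

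Single-probe candidates numbered 213, 200, 378, 802, 180 and 762 per offspring, and those with both parents within 0.3 of 0 numbered 4, 7, 14, 36, 12 and 44. The strongest of the latter, up to 3 per offspring, made 18 entries, 17 of them losses. The probe at 93961380 on chromosome 17 appeared in offspring 2 (-1.07) and offspring 5 (-1.60). A single entry of the 18 lay at a probe that was well above background on all 16 arrays: the probe A_67_P00738522 on chromosome 3, positions 119405126 to 119405185, in offspring 3. Its log2 ratio was -1.08 on the Cy5 and -1.21 on the Cy3 array of that mouse, and the means of the other 7 mice lay between -0.27 and 0.07. With normexp it was -0.25, short of the limits. The adjacent probes at 119403467 and 119407460 measured -0.06 and 0.10 in offspring 3. Offspring 3 had 29 single-probe candidates on chromosome 3, and 2 had quiet parents; the other was the probe A_67_P04913553 at 55220047 (-0.87, other mice -0.42 to 0.17). For this mouse the study lists a deletion on chromosome 3 with a single positive probe on its first array. The study's denser second array had more positive probes there, and quantitative PCR found the deletion too. As printed, its position on a later build lies far nearer to 119405126 than to 55220047. Positions were not converted between the builds, so a match with the probe was not tested.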

Values the study reported

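The study reported 31 deletions in the offspring of irradiated males and 11 in the offspring of non-irradiated males. De novo deletions were found in 29 of 142 offspring (20.4%) of the irradiated group and in 11 of 156 (7.1%) of the control group. These values cover all families of the study and changes that passed its second array and quantitative PCR, and they leave out mice in which 4 or more such changes were found.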

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

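The comparisons of losses against gains by parent and by mouse, the levels per array in mixed pairs, brightness judged on the other 7 mice, and the tests on the chromosome 3 region and on the correlations between mice were chosen after the results were seen.

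Among 20 measures checked over the 6 offspring, 3 had an offspring far from the others, and chance gives about 1. The mean log2 ratio of the chromosome 4 region was -0.00714 in offspring 1, against 0.52 to 0.62 in the other 5, and offspring 1 accordingly had 0 window gains where each of the others had 3. The share of spots well above background on the array with mouse DNA in Cy3 was 92.6% in offspring 6, against 97.2 to 99.3% in the others.

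Losses against gains gave no stable difference between the generations. The odds ratio of de novo candidates of the offspring against private probes of the parents was 2.48. It was 0.252 with only brighter probes, 0.769 with brightness judged on the other 7 mice (Fisher's exact test, p = 0.511) and 0.0830 with normexp. Losses themselves can leave the brighter set, and most gain regions in that set lay in the inherited chromosome 4 gain. Among the private probes, 82.7% were losses in the sire (201 of 243) and 44.1% in the dam (105 of 238), an odds ratio of 6.06. The odds ratio of the offspring was 0.907 against the sire alone (p = 0.667) and 5.50 against the dam alone, so the value of 2.48 rests on the dam. The 6 offspring had 66.3 to 87.3%, and the sire lay among them. Probes of a mouse are not independent, and with mice as units the generations differed by 14.8 percentage points (exact permutation test, p = 0.214).

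The de novo candidates, and their number in offspring 4 and 6, were weighed against noise. Random noise with probe-specific dye effects gives as many candidates from arrays of different mice. The own pair exceeded all mixed pairs in 1 of 6 offspring, offspring 6, and without the Cy3 array of offspring 6 it also did in offspring 3. With the level of each array taken into account, the own pairs gave 0.990 to 1.15 times the predicted number, so noise of the single arrays is a candidate source of many candidates; changes shared by siblings enter mixed pairs as well. Dim probes on the arrays of offspring 4 and 6 may explain their excess: with only brighter probes, their loss counts went from 767 and 698 to 27 and 33, against 10 to 21 in the other 4, and the ratio of the highest counts was 1.57 (95% interval 0.882 to 2.86, counting error only). That interval leaves open whether an excess remains, and the filter can also remove real losses, which dim their own probes. With brightness judged on the other 7 mice, offspring 4 and 6 kept 83 and 137 losses, against 11 to 30 in the others, so their excess was not limited to probes that are dim in other mice. Dim arrays and real losses cannot be told apart on these arrays, and no biological explanation was tested. In this family, the study lists a change that passed its second array and quantitative PCR in offspring 3 only. It lists none in offspring 4 or offspring 6.

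The low ratio of the dam on chromosome 3 was weighed against germline explanations. A heterozygous loss gives -1 at the lowest, and her mean was -1.55 ± 0.28 (SE over 4 probes), below -1 by more than the SE on both arrays. That limit is only 1 SE, the SD over the 4 probes was 0.56, and the region was chosen because she is low there. A heterozygous loss was therefore not excluded. A homozygous germline loss leaves every offspring with a single copy, and the lowest offspring mean was 0.0304. Sequence shared with the Y chromosome, which only the dam lacks, was not decided: the other 7 mice lay at most 0.18 from 0, but the region was chosen because she alone is low. A single added copy on Y would give -0.58, so several copies would be needed. A change in the sampled tissue of the dam was not tested.

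Probe ratios were shared among the sire and the offspring but not with the dam. Across probes, which are not independent, the 21 pairs without the dam correlated at 0.127 to 0.261. The common reference gives all pairs the same sharing, but the dam's highest correlation with another mouse was 0.0515. A shared scan day raises the pair of sire and dam, and that pair correlated at 0.0470, below all pairs of other mice from different days. Since the dam was low with every mouse, her pair alone cannot decide on scan day. Without her, the 3 pairs of the same day correlated at 0.134 to 0.183 (median 0.183). The 18 pairs from different days correlated at 0.127 to 0.261 (median 0.178). The dam's median correlation with the others was 0.0409 against at least 0.145 for each other mouse; she alone is female and was sampled at euthanasia, so sex and sampling cannot be told apart.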

How the results depend on the processing

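Window sizes of 10 and 5 probes, the other-parent limit, brightness judged on the other 7 mice, the counts without offspring 4 and 6, and the single-parent backgrounds were chosen after seeing the data. In all, 336 values under alternatives were computed, and 184 kept their direction, threshold side or size.

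With limits of 0.7 and 0.4, the median count of positive probes rose from 301.5 to 618.5 per mouse, of de novo candidates from 326.5 to 610 and of regions from 14.5 to 30 per offspring; limits of 1.0 and 0.6 gave 92, 101.5 and 6. With only brighter probes these were 51.5, 38 and 8, and with brightness judged on the other 7 mice 59, 43.5 and 7.5, so most calls were at probes of low signal over background. With normexp they were 20.5, 10 and 2; it started from the median spot signals, and its offset shrinks ratios, so these counts do not measure signal over background alone. A single array is not protected against dye effects: Cy5 alone gave 11916, 9681 and 1508, and Cy3 alone 20100.5, 15517 and 2657.5. Candidates with both parents within 0.3 had a median of 13, and 0 regions. The median number of regions was 5 after subtracting a running median, 5 without those positive in a sibling, 3.5 with the reference cancelled and 0.5 with at least 4 probes. No centring, outlier spots kept and the deposited table left these 3 counts within 1.5 times.

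Losses made up 61.2% of candidates with normexp (41 losses and 26 gains, exact p = 0.0864), 54.3% with only brighter probes (exact p = 0.224) 71.4% with brightness judged on the other 7 mice and 42.6% with Cy3 alone, where gains prevailed; the cause was not tested. The odds ratio of losses against the parents fell to 0.0830 with normexp (Fisher's exact p = 0.00475), 0.252 with only brighter probes (p = 0.000794), a set that losses themselves can leave, 0.769 with brightness judged on the other 7 mice (p = 0.511) and 0.907 against the sire alone (p = 0.667), and neither of the last pair shows a turned direction. The difference in private probes turned to -5 with normexp (exact permutation p = 0.5), and was 0.5 with only brighter probes and 26.2 with brightness judged on the other 7 mice. Without 1 offspring in turn, the median number of candidates was 239 to 414, of regions 13 to 16, the share of losses 78.7 to 83.1% and the difference in private probes 95.2 to 217. Without offspring 4 and 6 together, the median was 234.5 and the share 74.3%.

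Carriers of parent-specific loci made up 61.1% with at least 4 probes (3 loci), but 6 of the 11 carriers came from the chromosome 14 locus that all mice share; with the other-parent limit added, 41.7% were carriers (5 of 12 chances, 2 loci, exact p = 0.774). The share was 50% with limits of 1.0 and 0.6 (6 loci), and 14.8% with the other-parent limit alone, 18.2% by the same rule in the offspring, 16.4% with 0.7 and 0.4, and 8.43% with single probes. By the limits in every mouse, 2 probes were shared by all 8, 13 with 0.7 and 0.4, and 1 with 1.0 and 0.6, against 10751 by limma. Window calls fell from 38 to 17 with 50 probes, 14 with 100 and 2 with 5.

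The dam measured 0.54 on X and -0.30 on Y with normexp, and -0.95 on Y with only brighter probes. The median of the other 7 mice was -0.0633 on X with Cy5 alone, 0.0381 with Cy3 alone, and 0.12 on Y with only brighter probes. The chromosome 4, 10, 13, 14 and 3 regions kept their sign under all alternatives run. A running median over more probes than the 74 and 55 of the chromosome 4 and 14 regions, reduced them to 0.16 and -0.15. The chromosome 3 probe of offspring 3 was -0.25 with normexp. Gene lists, antigen receptor loci, cell type markers and their alternatives were not run, since the files hold no gene names. No paired analysis was possible: replicate numbers count mice within a group, so the shared number 1 pairs nothing.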

Other observations

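All counts in this part were chosen after the results were seen, and no explanation was tested.

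Candidates at probes that were well above background on all 16 arrays, with both parents within 0.3 of 0 on both arrays, numbered 16, with 12 losses, out of 2799. Their numbers per offspring were 0, 1, 4, 6, 1 and 4. Mixed pairs of arrays gave 7 to 16 in all. In 9 of the 16, the means of all 7 other mice also lay within 0.3 of 0, and the lowest of these was the chromosome 3 probe of offspring 3 at 119405126 (-1.15). The largest gain was the probe A_67_P02258953 in offspring 4 on chromosome 11 at 8818404 (1.33, other mice 0.05 to 0.20).

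The dam had ratios of unusual depth at probes where the 7 other mice lay within 0.3 of 0. Below -0.8 on both arrays she had 18 such probes, against 25 in offspring 4 and 18 in offspring 6. Below -1 she had 11 and the next mouse, offspring 6, had 6. Below -1.5 she had 7, the sire and offspring 2 had 1 each, and the other 5 mice had 0. Her lowest value was -4.16.

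The gain on chromosome 13 at 95707465, probe A_67_P07959016, was positive in 7 of the 8 mice, with a mean log2 ratio of 1.46 ± 0.61 (SD, n = 8 mice). It was the only gain positive in more than 5 mice.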
